A study of Mus musculus with 8 samples. Its data were reported in "Retinoic acid is dispensable for meiotic initiation but required for spermiogenesis in the mammalian testis" (2023).

How the data were processed

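Bulk RNA sequencing was analysed for 8 mouse libraries, each made from germ cells that express EGFP from the *Uchl1* promoter and were sorted by fluorescence from testes with synchronised spermatogenesis. Synchronisation rests on an oral inhibitor of retinoic acid (RA) synthesis, bis-(dichloroacetyl)-diamine, given at 100 µg per g of body weight. It holds spermatogonia undifferentiated until a single injection of 10 µl of RA at 10 µg/µl on postnatal day 11. Groups were taken from the sample titles: Aal (undifferentiated; 2 libraries), A1 (early differentiating; 3 libraries) and A3 (mid differentiating; 3 libraries).

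The authors trimmed adapters with cutadapt, removed reads of low quality, aligned reads to the mm9 mouse genome with STAR and assigned them to genes with featureCounts. The deposited table holds FPKM values, fragments per kilobase of gene scaled by the reads of the library, with 1 column per library. The gene annotation, the use of strand in counting and the step from counts to FPKM are not stated. The authors called differential expression with DESeq2 on counts. Counts were not used here as the main data, since a count model takes no FPKM values.

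The table analysed holds 5736 genes and no value of 0. A gene's FPKM values were whole multiples of what 1 read is worth, so the reads and library totals were recovered: 100% of values were rebuilt closely from whole reads. On 1000 simulated genes the recovery returned every read count for 99.7%. Library totals ran from 18276164 to 27316451 reads, of which the genes in the table held from 34.0% to 34.4%. The table is therefore a part of each transcriptome, and counts of called genes refer to these 5736 genes. *Kit*, *Stra8*, *Zbtb16*, *Tcl1*, *Dmrt1* and *Sycp3* were not analysed here. At the median gene the counting error was 5.9% in the shallowest library and 4.9% in the deepest. Of all genes, 784 had under 10 reads in at least 1 library.

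Values were tested as log2(FPKM + 1) with limma 3.58.1 in R 4.3.3 (lmFit, then eBayes with a mean-variance trend), separately for each pair of groups and on the libraries of that pair. Fold changes are on this log2(FPKM + 1) scale, which understates the change of genes with low FPKM. Genes with an FPKM of at least 1 in at least 2 of the libraries compared were tested. A gene was called at a Benjamini-Hochberg adjusted p of at most 0.01 and an absolute log2 fold change above 1. A1 against Aal and A3 against A1 are comparisons of adjacent stages, and A3 against Aal gives the net change. All tests were two-sided. Groups of 2 or 3 libraries allow no outlier test. On simulated data with 200 of 5736 genes changed 4-fold, the test called 95.5%, 99.5% and 99.0% of the changed genes in the 3 comparisons and 0 unchanged genes. The changed genes were drawn from genes with a mean of at least 2 FPKM, so these rates do not cover lower genes. The simulated gene-wise dispersion was 0.02, lower than biological spread can be. The median absolute log2 fold change of the changed genes was 1.80, 1.79 and 1.81 in the same order, which shows the shrinkage from the pseudocount.

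The text names the study's marker genes, *Uchl1*, *Dmrt1*, *Rec8*, *Dmc1* and *Sycp3*. For each comparison it also draws on the 5 largest rises and 5 largest falls among called genes with no overlap between the libraries of the groups and a mean of at least 5 FPKM in the higher group. A gene that met this rule is not reported here. Genes outside the rule are said to be chosen after their values were seen. Gene lists were written from general knowledge: undifferentiated and differentiating markers (the study's and general ones), meiosis, RA response and metabolism, S phase, G2 and M phase, glycolysis, Sertoli, Leydig, peritubular myoid, macrophage, endothelial and red blood cells, spermatids, dissociation response and sex chromosomes. Of these 18 lists, those with at least 3 tested genes were tested with camera at an inter-gene correlation of 0.01, with adjustment over the 30 tests. Group mapping, tests, lists, the naming rule and most alternatives were fixed before the data were examined.

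Positions, identifiers and GC content come from the GENCODE M1 annotation of mm9 (NCBIM37). A position was found for 5083 genes (88.6%) by symbol and a GC content for 4934 (86.0%). Genes overlapping another gene are marked as uncertain, since the use of strand in counting is not stated. Replicates of a group were compared by a chi-square statistic of their recovered reads, which lay between 5.7 and 21.7 per gene, far above sampling noise, so each library was kept as 1 sample.

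Alternatives fixed beforehand were another pseudocount, other filters, median-ratio and quantile scaling, other thresholds, a fit on all 8 libraries, no mean-variance trend, a replicate block and leaving out each replicate. Alternatives chosen after seeing the data were limma voom on the recovered reads, removal of a GC content and gene length trend, that removal with the replicate block, and the mean of the Sertoli list as a covariate. The covariate fit used all 8 libraries. The Sertoli-list mean also rises from Aal to A3, so in A3 against Aal it cannot be cleanly separated from stage. No enrichment against a gene ontology was made.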

Results

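Gene expression was measured by bulk RNA-seq in EGFP-positive germ cells sorted from synchronised mouse testes. The 8 libraries comprised 2 of undifferentiated Aal spermatogonia, 3 of A1 spermatogonia, the first differentiating stage after retinoic acid (RA), and 3 of A3 spermatogonia, a later differentiating stage. Recovered library totals were 24151047 and 25108805 reads for Aal, 21356891, 27316451 and 18276164 for A1, and 18944949, 22350026 and 25252713 for A3, in replicate order. The table analysed covers 5736 genes, which held 34.0% to 34.4% of the reads of each library. *Uchl1*, the gene whose promoter drives EGFP, had the highest FPKM in every library. Its mean was 4860 ± 519 FPKM (SD, n = 2) in Aal, 5460 ± 1650 (SD, n = 3) in A1 and 5590 ± 316 (SD, n = 3) in A3, and it was called in none of the 3 comparisons. *Uchl1* lies at 67067360 to 67078472 on chromosome 5 (mm9) and overlaps Gm16832 on the other strand.

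The first principal component of 4789 genes held 67.5% of the variance and ordered the libraries Aal, A1, A3. The second held 15.2% and set A1 apart from the other groups. The third held 8.2% and spread the replicates: A1-3 lay at -13.32 and A3-1 at -7.35, while A1-1 lay at 8.96. Within groups, the correlation of log2(FPKM + 1) across genes ran from 0.9787 (A1-1 with A1-3) to 0.9956 (A3-2 with A3-3), with genes not being independent replicates.

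**Figure D1:**
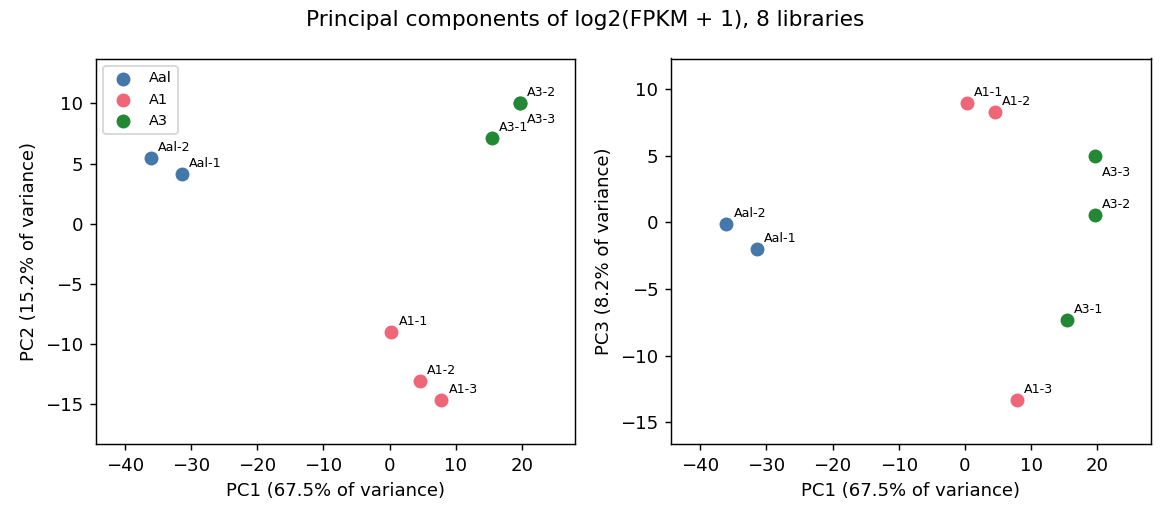
Each point is 1 library, placed by its score on PC1 (horizontal) and on PC2 or PC3 (vertical) of log2(FPKM + 1), coloured by group. Groups separate along PC1 and PC2, and A1-3 lies apart from the other A1 libraries on PC3 at -13.32.

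The comparison of A1 with Aal asks which transcripts change as undifferentiated spermatogonia respond to RA. Of 4632 genes tested, 424 were called, 194 higher and 230 lower in A1. All 424 showed no overlap between the libraries of the groups, against 64% of all tested genes and 20% by chance. The calls were selected by the same difference between groups, so their lack of overlap is not separate evidence. The setting that moved this count most, with the same thresholds, was limma voom on recovered reads, with 731 calls. Log2 fold changes of called genes ran from -2.71 to 3.77.

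**Figure D2:**
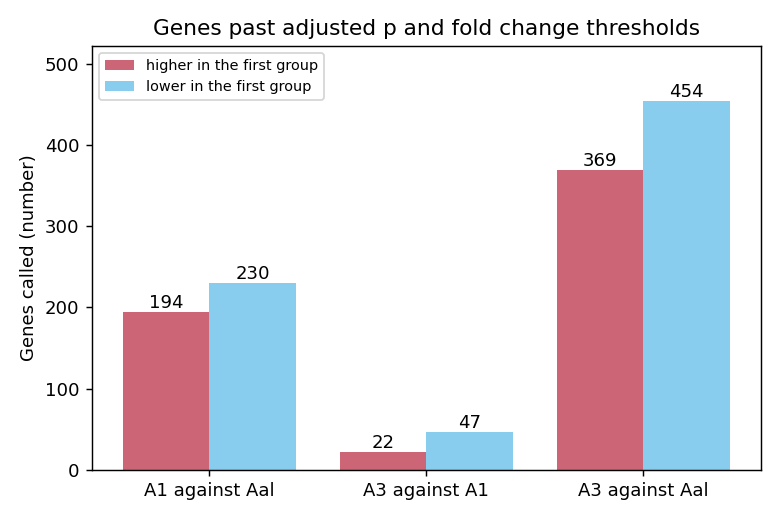
Bars give the number of genes called higher or lower in the first-named group of each comparison, at an adjusted p of at most 0.01 and an absolute log2 fold change above 1. Calls number 424 for A1 against Aal, 69 for A3 against A1 and 823 for A3 against Aal.

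Of the 8 marker genes the study names, 4 were in the table. The study names them when it describes these samples, so a test adjusted over the list alone is not taken as independent evidence. *Id4* (chromosome 13, 48356796 to 48359405, mm9; it overlaps A330033J07Rik on the other strand) fell from 28.5 ± 5.28 FPKM (SD, n = 2) in Aal to 6.73 ± 2.68 (SD, n = 3) in A1. Its log2 fold change was -1.98 (SE 0.27), with a limma adjusted p of 0.00116. *Nanos2* (chromosome 7, 19572873 to 19574311) fell from 8.27 ± 1.73 to 1.85 ± 0.521 FPKM, a log2 fold change of -1.70 with a limma adjusted p of 0.00058. *Upp1* (chromosome 11, 9018106 to 9036173) fell from 76.8 ± 9.06 to 18 ± 3.80 FPKM, a log2 fold change of -2.04 with a limma adjusted p of 0.000227. *Sohlh2* (chromosome 3, 54985950 to 55013879) rose from 33.8 ± 1.53 to 75.8 ± 8.66 FPKM, a log2 fold change of 1.14 with a limma adjusted p of 0.000287. Over the 3 comparisons, 8 of 12 tests of these genes were called over all genes tested, and 9 of 12 had an adjusted p under 0.05 when adjusted over the list alone.

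**Figure D3:**
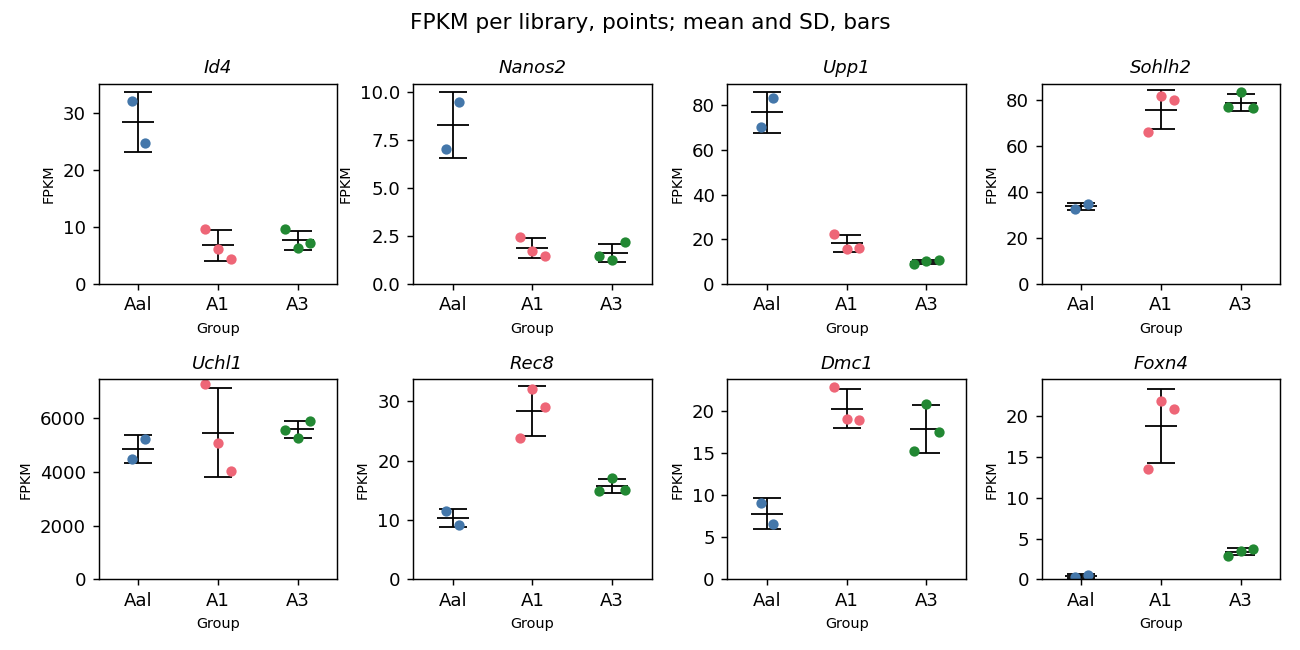
Points are FPKM values of single libraries in Aal (n = 2), A1 (n = 3) and A3 (n = 3), and black bars are the mean and SD. *Id4*, *Nanos2* and *Upp1* are lower in A1 and A3 than in Aal, and *Foxn4* averages 18.8 FPKM in A1 against 3.38 in A3.

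The largest rises in A1 among genes that met the naming rule included those of *Foxn4*, *Tbx1*, *Spp1* and *Fbxo2*, with log2 fold changes of 3.77, 3.22, 2.89 and 2.39. *Foxn4* (chromosome 5, 114704173 to 114723816) went from 0.435 ± 0.201 FPKM (SD, n = 2) to 18.8 ± 4.56 (SD, n = 3), with a limma adjusted p of 0.000127. The largest falls were those of *Scn10a*, *Nanos3*, *Rin2*, *Ifitm1* and *Nefm*, with log2 fold changes of -2.71, -2.67, -2.63, -2.52 and -2.34. *Rin2* and *Nefm* overlap other annotated genes, so their reads are uncertain. *Rin2* (chromosome 2, 145610470 to 145713352) had the smallest SE of these (0.09 on the log2 scale), and went from 38.1 ± 3.00 to 5.30 ± 0.058 FPKM, with a limma adjusted p of 5.07e-05. Of the meiosis genes named beforehand, *Rec8* rose from 10.3 ± 1.58 to 28.3 ± 4.19 FPKM (log2 fold change 1.37, limma adjusted p 0.00042) and *Dmc1*, which overlaps another gene on its own strand, rose from 7.84 ± 1.82 to 20.3 ± 2.27 FPKM (log2 fold change 1.28, limma adjusted p 0.000591).

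Gene lists were compared with all other tested genes. In A1 against Aal, the general undifferentiated markers fell by a mean of 1.48 on the log2 scale (13 of 21 genes tested, 12 lower; camera adjusted p 3.15e-06). This list holds the 3 tested undifferentiated markers of the study, which had a mean of -1.91 (camera adjusted p 0.00807). G2 and M phase genes rose by 1.35 (13 of 24 tested, 13 higher; camera adjusted p 5.16e-08) and S phase genes by 0.82 (11 of 25 tested, 11 higher; camera adjusted p 1.63e-05). RA response and metabolism genes rose by 1.44 (6 of 13 tested, 5 higher; camera adjusted p 0.003). The meiosis list went in both directions, with 14 of 22 tested genes higher and a mean of 0.32 (camera adjusted p 0.226). General differentiating markers (0.64, camera adjusted p 0.245), glycolysis (-0.46, 0.245), Sertoli cell (1.42, 0.245) and endothelial cell genes (-0.45, 0.245) did not pass the adjustment. The endothelial mean was -0.27 without Aal replicate 1 and -0.16 without Aal replicate 2. *Kdr* failed the FPKM filter in both of these fits, so the means rest on fewer genes and do not show a replicate effect. In the same order the mean of differentiating markers was 0.84 and 0.45. Without A1 replicate 3 the Sertoli cell mean was 0.61 (camera adjusted p 0.0684, against 0.0562 to 0.315 over the alternatives). In total 12 of 30 list tests had an adjusted p under 0.05 with camera and 19 with fry. The same 12 passed under fry, which added differentiating markers, glycolysis and endothelial genes.

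The comparison of A3 with A1 asks what changes between early and mid differentiation. Of 4590 genes tested, 69 were called, 22 higher and 47 lower in A3. All 69 showed no overlap between groups, against 38.1% of tested genes and 10% by chance, which again is not separate evidence for the calls. At an unadjusted p under 0.05 there were 1562 genes. Single libraries moved this count: it was 111 without A1 replicate 3 and 26 without A3 replicate 2. The share higher in A3 moved from 31.9% to 55.0% without A1 replicate 3, to 19.2% without A3 replicate 2 and to 15.6% without A3 replicate 3.

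The largest rises in A3 over A1 were those of *Dmrtb1*, *Gng3*, *Mir6374*, *Ap5b1* and *Meig1*, with log2 fold changes of 2.52, 2.06, 1.78, 1.74 and 1.61. *Dmrtb1* (chromosome 4, 107348895 to 107356835) went from 14.1 ± 2.90 to 85.5 ± 10.8 FPKM (SD, n = 3 in each group), with a limma adjusted p of 0.000195. *Gng3* overlaps *Bscl2* on the other strand. *Mir6374*, *Ap5b1* and *Meig1* each lost their call in at least 1 fit that left out a replicate. The largest falls were those of *Glipr2*, *Foxn4*, *C3*, *Ddx3x* and *Abcc8*, with log2 fold changes of -2.26, -2.15, -1.53, -1.51 and -1.47. *C3* also lost its call in such fits. *Ddx3x* (chromosome X, 12858096 to 12871178) fell from 80.7 ± 5.01 to 27.7 ± 2.68 FPKM, with a limma adjusted p of 0.000195. The study's markers *Id4*, *Nanos2* and *Sohlh2* had limma adjusted p values of 0.630, 0.675 and 0.684 in this step. *Upp1* (log2 fold change -0.80, limma adjusted p 0.00854) and *Rec8* (-0.80, 0.00371) passed the p threshold and not the fold threshold. With 1 library left out the limma adjusted p ranged from 0.00822 to 0.0347 for *Upp1* and from 0.00335 to 0.0213 for *Rec8*, so neither passed in every fit. *Dmc1* did not change beyond its spread (-0.18, 0.365).

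Among lists in this step, RA response and metabolism genes passed, with a mean of -0.49 (5 of 6 tested genes lower; camera adjusted p 0.0186). Without A1 replicate 3 its mean was -0.40 and its camera adjusted p 0.0507. The other 9 lists tested had camera adjusted p values of 0.119 to 0.752: S phase (0.119), glycolysis (0.119), peritubular myoid (0.119), Sertoli (0.122), general undifferentiated (0.245), study undifferentiated (0.371), G2 and M phase (0.462), meiosis (0.665) and differentiating markers (0.752). S phase genes passed without A3 replicate 2 (0.0192) and without A3 replicate 3 (0.0345). Sertoli genes passed without A1 replicate 3 (mean 1.53, camera adjusted p 1.91e-06).

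The net comparison of A3 with Aal tested 4687 genes and called 823, 369 higher and 454 lower in A3. All 823 showed no overlap between groups, against 73.1% of tested genes and 20% by chance, which again is not separate evidence for the calls. The largest rises were those of *Tbx1*, *Cited1*, *Dmrtb1*, *Cst12* and *Nobox*, with log2 fold changes of 4.26, 3.93, 3.71, 3.26 and 3.26. *Cited1* (chromosome X, 99442720 to 99447520) went from 3.84 ± 1.35 FPKM (SD, n = 2) to 71.3 ± 6.89 (SD, n = 3), with a limma adjusted p of 5.14e-06. *Dmrtb1* differed between the Aal libraries, at 11.67 and 2.40 FPKM. *Cst12* was at 59.23 FPKM in A1-3 and at 6.09 and 8.38 in the other A1 libraries, and its log2 fold change was 0.42 with the Sertoli-list mean as a covariate (limma adjusted p 0.456, against 2.44e-05 to 0.00802 in its other alternatives), where it was not called. The largest falls were those of *Ifitm1*, *Scn10a*, *Tmprss5*, *Upp1* and *Ly6g6e*, with log2 fold changes of -3.05, -3.03, -2.99, -2.84 and -2.77. *Ly6g6e* overlaps *Ly6g6d* on the other strand.

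In A3 against Aal, *Id4* (-1.77), *Nanos2* (-1.83), *Sohlh2* (1.2) and *Dmc1* (1.1) were called on their log2 fold changes, and *Rec8* (0.56) was not. *Id4* lost its call with the Sertoli-list mean as a covariate (log2 fold change -1.295, limma adjusted p 0.0177), against limma adjusted p values of 4.01e-07 to 0.000423 in its other alternatives. That mean on the log2 scale was 1.42 and 1.19 in Aal, and 3.28, 2.97 and 2.76 in A3. The covariate thus overlaps with stage, and the SE of *Id4* rose from 0.173 to 0.364. The lost call therefore does not show that Sertoli transcripts account for the fall of *Id4*. *Dmc1* fell under the fold threshold without A3 replicate 2 (0.99). Its log2 fold change was also lower without Aal replicate 2 (0.889), and it was higher without Aal replicate 1 (1.312). Lists that passed were general undifferentiated markers (mean log2 fold change -1.67, camera adjusted p 3.96e-07), the study's undifferentiated markers (-2.15, 0.00807), G2 and M phase (1.29, 3.9e-06), S phase (0.96, 0.000171), RA response (0.94, 0.00881) and Sertoli cell genes (1.98, 0.00175). Endothelial (-0.90, 0.0602), glycolysis (-0.86, 0.122), meiosis (0.26, 0.275) and differentiating markers (0.93, 0.350) did not. The endothelial mean was -1.55 without Aal replicate 1 and -1.33 without Aal replicate 2. *Kdr* and *Tek* failed the FPKM filter in both of these fits. The values therefore rest on *Cdh5* alone and do not show a replicate effect on the list. In the same order the meiosis mean was 0.35 and 0.16, and the mean of differentiating markers 1.13 and 0.73. Leydig, macrophage, red blood cell, spermatid, dissociation response, sex chromosome and the study's differentiating lists had fewer than 3 tested genes in every comparison and were not tested. The myoid list was tested only in A3 against A1, and the endothelial list only in the comparisons with Aal.

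Both steps share the A1 libraries. Of the genes called in the first step, 14 were also called in the second, 5 in the same direction and 9 in opposite directions. All 9 were higher in A1 and lower in A3. The adjustment leaves almost no calls in a simulated step without change, so the largest unadjusted p of the real calls served as a fixed cutoff (0.00241 for the first step and 0.00071 for the second). In 100 simulations with A3 unchanged from A1, at most 4 genes passed the cutoff and the fold threshold in the second step, and at most 1 passed both steps in opposite directions. Across 4439 genes the log2 fold changes of the steps had a correlation of 0.154, against a median of -0.457 in simulated unchanged groups. The 9 genes, chosen after their values were seen, were *Foxn4*, *S100a6*, *C3*, *Hoxb13*, *Fbxo2*, *Tcerg1l*, *Cyp26a1*, *Lsp1* and *Slc4a3*. *Cyp26a1* averaged 0.333 FPKM in Aal, 4.09 in A1 and 1.07 in A3. Of the 424 first-step calls, 355 (83.7%) were called in the same direction in A3 against Aal and 0 in the opposite direction. These comparisons share the Aal libraries, and with A3 simulated as unchanged from Aal at most 3 genes were, at fixed cutoffs set in the same way.

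**Figure D4:**
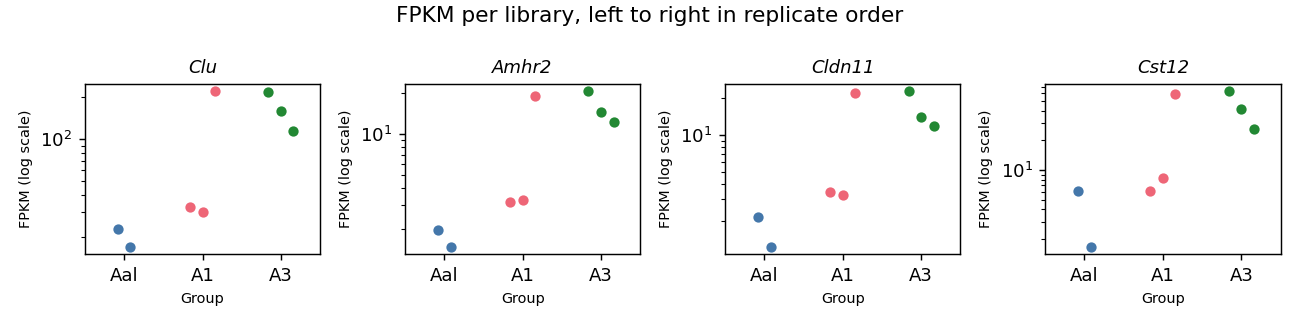
Points are FPKM values (log scale) of single libraries for *Clu*, *Amhr2*, *Cldn11* and *Cst12*, in replicate order within Aal (n = 2), A1 (n = 3) and A3 (n = 3). In A1-3 *Clu* was at 220.22 FPKM, against 32.94 and 30.14 in the other A1 libraries.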

Values the study reported

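The study reported 1859 differentially expressed genes between undifferentiated and A1 spermatogonia, of which 1082 were higher in the undifferentiated cells and 777 were higher in A1. Between A1 and A3 spermatogonia it reported 554 such genes, 383 higher in A1 and 171 higher in A3. It gave the purity of its sorted populations as 91-94%, citing an earlier report, with no value for single libraries.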

Additional observations from a re-analysis of the deposited data

How the results depend on the processing

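Direction never changed for a call of A1 against Aal or A3 against A1 in any alternative with at least 2 libraries per group. In A3 against Aal, 29 of the 823 called genes changed sign with the Sertoli-list mean as a covariate, and none did in the others. That covariate overlaps with stage in this comparison, so the sign changes do not show which calls are wrong.

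The pseudocount and the thresholds moved the counts. For A1 against Aal (424 calls), a pseudocount of 0.1 gave 670, no fold threshold gave 1252 and voom on the recovered reads gave 731. For A3 against A1 (69 calls) the same settings gave 152, 349 and 199. For A3 against Aal (823 calls), no fold threshold gave 2048 and an FPKM minimum of 5, which tests fewer genes, gave 538. The lower pseudocount shrinks the fold changes of low genes less, and for the other changes the cause was not tested. With the Sertoli-list mean as a covariate, fitted on all 8 libraries, A3 against A1 gave 109 calls. The fit on all 8 libraries without it gave 75. Another scaling moved the share of higher calls by under 10 percentage points.

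Leaving out 1 library gave from 387 to 475 calls for A1 against Aal, from 26 to 111 for A3 against A1 and from 795 to 878 for A3 against Aal. Calls were not tested in fits that leave 1 Aal library. The cause of the wide range of A3 against A1 was not tested.

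The labels do not say that a replicate number marks a shared litter or day. Correlations of the deviations of same-numbered A1 and A3 libraries were -0.107, 0.022 and -0.323. With 3 libraries per group, and with A1-3 apart from its group, these values cannot exclude a shared litter or day. The replicate block gave 444, 39 and 800 calls for the 3 comparisons, and with the GC content and gene length trend also removed 387, 43 and 690. It left 12 list tests and 8 marker tests past their thresholds.

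Genes called in both steps numbered 14, 42 with a pseudocount of 0.1, 51 with voom, and from 5 to 20 without 1 library. The 12 list tests passing with camera were 19 with fry.

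Among genes far from any threshold, small fold changes changed sign. *Uchl1* went to -0.033 in A1 against Aal and -0.007 in A3 against Aal with the GC content and length trend removed. Without 1 library it ran from -0.099 to 0.323 in A1 against Aal and from -0.12 to 0.303 in A3 against A1. In A3 against A1 the fits without 1 library ran from -0.025 to 0.465 for *Id4*, from -0.274 to 0.011 for *Nanos2* and from -0.036 to 0.117 for *Sohlh2*, and *Nanos2* went to 0.018 with the covariate. The cause was not tested. Of 609 values for named genes, 562 were classed as the same, 17 as weaker and 22 as moved, and these 8 changed sign. A value classed as the same could still differ in size. For *Foxn4* in A1 against Aal the log2 fold change went from 3.77 to 5.46 with voom. Of 280 for lists, 257 were classed as the same, 1 as weaker, 10 as stronger and 12 as moved. Here too means could differ within the same class. The Sertoli cell mean in A1 against Aal was 1.42, and 0.61 without A1 replicate 3.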

Other observations

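The tests on Sertoli-list transcripts and on genes high in A1-3 were chosen after the values were seen. Those on the GC content and gene length trend and on X-linked genes were chosen with the data in hand, and the simulation of shared A1 libraries was fixed before the data were examined, except for its p cutoffs, which were set after the values were seen.

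Genes called in A1 against Aal numbered 424 here. That is lower than the value quoted from the study above. Genes called in A3 against A1 numbered 69 here. That is lower than the value quoted from the study above. The study gives different adjusted p thresholds in its results and in its methods, so the threshold behind its counts is uncertain. With an adjusted p below 0.05, calls here numbered 453 and 83. With voom on the recovered reads they numbered 731 and 199, so the choice of test moves the counts, which stay lower than the study's. The table analysed is a part of the transcriptome, and its share in the difference was not tested.

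For A3 against A1, 1 of the 10 splits of the 6 libraries, the real one, gave as many calls; the other splits gave 0. A design of 3 against 3 cannot bring this share under 0.1. A trend on GC content and gene length does not account for most calls: with it removed, 86.8% of the A1 against Aal calls that have a GC content and 89.8% of those of A3 against A1 stayed called. The 9 genes higher in A1 and lower again in A3 exceed what shared A1 libraries gave in simulation at the unadjusted p cutoffs of the real calls, at most 1 gene. They include *Cyp26a1*, which encodes an RA-degrading enzyme, and a candidate explanation is a transient response to the injected RA. Stage and time since injection are one in this design, so the 2 cannot be separated here.

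X-linked genes lay slightly above autosomal genes as a class in A1 against Aal. The median of 167 X-linked genes lay 0.095 above that of 3951 autosomal genes on the log2 scale (permutation p 0.0044, adjusted 0.0132 over 3 comparisons). The permutation was over genes, taken as independent. Its p does not measure the spread between libraries, so a shift carried by a single library is not excluded. In A3 against A1 the permutation p was 0.545 and in A3 against Aal 0.136, which neither shows nor excludes a shift. Whether the comparisons differ was not tested.

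Sertoli-list transcripts were uneven within A1. The list's 7 genes in the table (of 15) were *Clu*, *Inhba*, *Rhox8*, *Fshr*, *Dhh*, *Amhr2* and *Cldn11*. All 7 were higher in A1-3 than in both other A1 libraries. The sum of their FPKM was 29.1 and 21.4 in Aal, 42.6, 39.3 and 281 in A1, and 274.2, 197.4 and 146 in A3. Sertoli cells carried through the sort are a candidate explanation in A1-3, where the stage is shared with libraries in which the signal is lower. All 14 genes of the Leydig, myoid, macrophage and endothelial lists were higher in A1-3 than the mean of the other A1 libraries. At a pseudocount of 0.1 the median log2 rise was 2.68 for Leydig, 2.2 for macrophage, 0.63 for myoid and 0.3 for endothelial genes. For Sertoli genes it was 2.57. These medians rest on A1-3 alone and on few genes per other type. Whether Sertoli genes rose more than the 14 other genes depended on the pseudocount. The permutation p of the gene labels was 0.0263 at a pseudocount of 1 and 0.141 at 0.1. A lower share of germ cells, with every somatic type raised alike, therefore cannot be told apart from carry-over of Sertoli cells. Most of these other genes lie near or under 1 FPKM, where a pseudocount of 1 compresses the rise.

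In A3, 6 of the 7 genes were higher in all 3 libraries than in both Aal libraries; *Inhba* was not. Other somatic genes did not rise (6 of 14 higher than in Aal), and the Sertoli genes stood above them with a permutation p of 4e-04 at a pseudocount of 1 and 0.001 at 0.1. A lower share of germ cells with all types alike is argued against by this difference. A GC content and length trend is argued against too, for the 6 genes tested. These leave out *Inhba*, which failed the FPKM filter and did not rise. The median log2 fold change of the 6 genes was 2.17 and stayed at 2.05 with the trend removed. Over all 7 genes, *Inhba* included, the median before removal was 1.74 at a pseudocount of 1. Carry-over of Sertoli cells and expression by A3 germ cells themselves cannot be told apart, because stage and sort coincide. A1-3 exceeded the mean of the A3 libraries by a median of 0.47, but that is 1 library. *Cst12*, *Cst9*, *Defb19* and *Shbg*, picked after their values were seen, followed the same libraries. Whether spermatogonia themselves transcribe some of the list was not tested.

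Of the 369 genes called higher in A3 than in Aal, 52 (14.1%) were also over 1 log2 unit higher in A1-3 than in the other A1 libraries, against 1.9% of tested genes, and no A1 library enters that comparison.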
